# Endothelial cell-derived Apelin inhibits tumor growth by altering immune cell localization

**DOI:** 10.1038/s41598-021-93619-5

**Published:** 2021-07-07

**Authors:** Liuying Hu, Yumiko Hayashi, Hiroyasu Kidoya, Nobuyuki Takakura

**Keywords:** Cancer, Cancer microenvironment, Tumour angiogenesis

## Abstract

The Apelin/APJ signalling pathway, involved in multiple physiological and pathological processes, has been attracting increasing interest recently. In our previous study, Apelin overexpression in colon26 tumor cells suppressed tumor growth by inducing vascular maturation. Here, we found that MC38 and LLC tumor growth were greater in the absence of Apelin than in wild-type (WT) mice, suggesting that Apelin acts as a tumor suppressor. Consistent with this, treating WT mice with [Pyr^1^]Apelin-13 inhibited tumor growth. In MC38 tumors, only endothelial cells (ECs) strongly express APJ, a cognate receptor for Apelin, indicating that EC-derived Apelin might regulate tumor formation in an autocrine manner. Comparing with WT mice, larger numbers of vessels with narrower diameters were observed in tumors of Apelin knockout mice and lack of Apelin enhanced tumor hypoxia. Investigating immune cells in the tumor revealed that [Pyr^1^]Apelin-13 infusion induced the accumulation of CD8^+^ and CD4^+^ T cells in central areas. Moreover, RNA-sequencing analysis showed that Apelin induces chemokine CCL8 expression in ECs. Thus, enhancing anti-tumor immunity might be one of the mechanisms by which Apelin is involved in tumor growth. Our result indicated that increased CCL8 expression might induce CD8^ +^  T cells infiltration into tumor and tumor inhibition.

## Introduction

Apelin is the endogenous ligand for APJ, a G-protein-coupled receptor with 7 transmembrane domains. The receptor is widely expressed on the surface of many types of cells, including cardiomyocytes, adipocytes, neuronal cells, endothelial cells (ECs), and others. The Apelin/APJ pathway appears to modulate many physiological processes and contribute to certain pathological conditions. It is especially important in blood vessel development by inducing EC proliferation and vascular maturation^1^. In pathological conditions, Apelin has been identified as a tumor endothelium-specific gene, not expressed by normal endothelium. In glioblastoma, both Apelin and APJ are highly upregulated in the microvasculature^2^, indicating that the Apelin/APJ system is involved in tumor angiogenesis. In a human non-small cell lung cancer xenograft model, overexpression of Apelin in cancer cells significantly stimulated tumor growth and increased micro-vessel densities and perimeters in vivo^3^. However, in our previous study, overexpression of Apelin greatly inhibited colon 26 tumor growth in mice after subcutaneous cancer inoculation by inducing tumor vascular maturation^4^. This finding suggested that Apelin might have diverse functions in tumor formation depending on the tumor microenvironment.

Regulation of tumor growth is closely associated with intra-tumoral immune cell functions. Marked accumulation of intra-tumoral CD8^+^ T cells correlates with better prognosis whereas accumulation of macrophages or neutrophils in the tumor is often associated with a worse prognosis^5,6^. Therefore, immune cell infiltration is considered as one of the pivotal indexes that control tumor growth. Thus, one variable affecting tumor growth is the presence and function of tumor-associated T cells, especially CD8^+^ cytotoxic T cells^7^. An obvious requirement for successful T cell-mediated tumor control is for the T cells to be able to enter the tumor^8^. However, low levels of infiltration into central areas of the tumor limits the ability of T cells to mediate their necessary anti-tumor cytotoxic functions. Our recent study demonstrated that a mature and functional tumor vasculature helps circulating T cells to migrate into central areas of the tumor more effectively^9^.

T cell infiltration into the tumor is controlled by a coordinated sequence of rolling, adhesion, and transmigration steps of T cells in order to extravasate into areas where they are needed^10^. Crucial factors for T cell infiltration are adhesive interactions between T cells and endothelial surfaces, and integration of chemokine-mediated signalling^11^. It is widely accepted that infiltration of circulating CD8^+^ T cells into tumors is governed by adhesion molecules and chemokines expressed by the ECs of the vasculature^12^. Although Apelin/APJ signalling was suggested to induce the formation of focal adhesions^13^, the expression on ECs of several adhesion molecules involved in T cell homing exhibited no significant differences between wild-type (WT) and Apelin-knockout (KO) mouse tumors.

In the present study, we suggest that Apelin’s ability to inhibit tumor growth depends on the particular tumor model studied. We used genetically-engineered mice (Apelin-KO) or animals continuously infused with [Pyr^1^]Apelin-13. The MC38 colon cancer cell subcutaneous inoculation model was found suitable for analysing the tumor suppressive function of Apelin. Using this model, we determined how Apelin affects tumor vascularity, focusing on structure and function, and in particular, immune cell infiltration. To analyse transcriptional changes induced by Apelin in ECs, RNA sequencing was performed to discern biological differences between tumor ECs isolated from WT and Apelin-KO mice. We found that CCL8 was more highly expressed in tumor ECs from WT than Apelin-KO mice. CCL8 is a chemoattract protein belonging to the CC chemokine family and is involved in the recruitment of resting and activated T cells as well as other immune cells into tissues^14–16^. Therefore, we analysed CCL8 receptor expression in the tumor microenvironment and consider how the Apelin/CCL8 axis is involved in tumor immunity.

## Results

### Apelin inhibits tumor growth in mouse models

In our previous study, overexpression of Apelin greatly inhibited colon 26 tumor growth in subcutaneous inoculation models^4^, suggesting that it might play an important role in tumor progression. Here, to determine the mechanism whereby endogenous Apelin regulates tumor growth, C57BL/6 WT and Apelin-KO mice (C57BL/6 background) were subcutaneously inoculated with murine colon carcinoma MC38 cells or Lewis lung carcinoma LLC cells. In both tumor models, although tumor growth seemed to be accelerated, there are no significant difference of tumor volume. However, tumor growth in both tumor models was enhanced significantly in Apelin-KO mice (Fig. 1A,B). We think that tumor weight is more accurate than tumor volume. Furthermore, depletion of Apelin thus enhances tumor growth, most noticeably MC38. Therefore, we selected the MC38 tumor model to analyse the function of Apelin in further studies.

**Figure 1:**
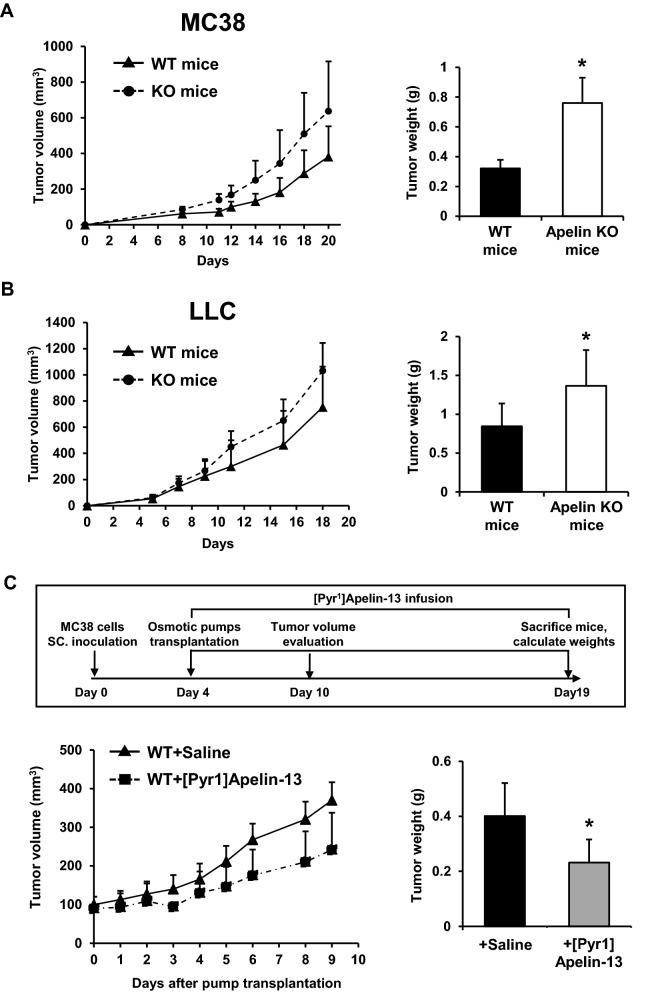
Effects of Apelin on tumor volume and weight. (**A**) Tumor volume curves and tumor weight of MC38 cancer cells subcutaneously (s.c.) inoculated into WT or Apelin-KO mice (n = 7 for each group). (**B**) Tumor growth curves and tumor weight of LLC cells s.c. inoculated into WT or Apelin-KO mice (n = 6 for each group). (**C**) Schedule of tumor models using ALZET osmotic pumps to infuse [Pyr^1^]Apelin-13 or saline, and MC38 tumor growth curves (n = 5 for each group). MC38 tumor weights on day 19 after inoculation were calculated (n = 5 for each group). All experiments were repeated at least twice. The error bars indicate mean ± SD and all data were analyzed by two-sided Student's t-test. *p < 0.05.

To assess whether higher serum concentration of Apelin can inhibit tumor growth, ALZET osmotic pumps were employed to infuse [Pyr^1^]Apelin-13 polypeptide continuously into tumor-bearing mice for 2 weeks. Compared with the saline control (WT + Saline), the MC38 tumor exhibited decreased growth in mice infused with Apelin (WT + [Pyr^1^]Apelin-13) (Fig. 1C). [Pyr^1^]Apelin-13 infusion may reverse the phenotype observed in Apelin-KO mice. Therefore, we infused [Pyr^1^]Apelin-13 into Apelin-KO mice that had been inoculated with MC38 tumor cells. However, tumor growth in animals infused with [Pyr^1^]Apelin-13 or saline was not significantly different (Fig. S1). It is possible that Apelin deficiency during embryogenesis and after birth may induce aberrant expression of thus-far unidentified factors affecting Apelin sensitivity. Further precise investigations in terms of Apelin sensitivity of Apelin-deficient mice are required to resolve this issue in future.

Thus, Apelin showed tumor growth inhibitory activity in mice, especially in these MC38 and LLC subcutaneously inoculated tumor models. Other publications have reported that Apelin has tumor-promoting effects, but this disparity might be due to different tumor microenvironments depending on the cancer cell type used in the models.

### Endothelial cell-induced Apelin regulates tumor growth via the Apelin/APJ axis

Generally, APJ is expressed in different lineages originating from the mesoderm, such as the hemopoietic and endothelial lineages^1^. To further investigate which type of cells secrete Apelin in MC38 tumor-bearing mice, cells from the tumor microenvironment were examined by flow cytometry. Of the CD45^+^CD31^−^ hematopoietic cells, CD45^−^CD31^+^ ECs and CD45^−^CD31^−^ non-hematopoietic and non-endothelial cells, only the ECs expressed very high levels of Apelin^4^. This was confirmed by qRT-PCR (Fig. 2A) and indicates that ECs are the major source of Apelin affecting tumor growth in this model.

**Figure 2:**
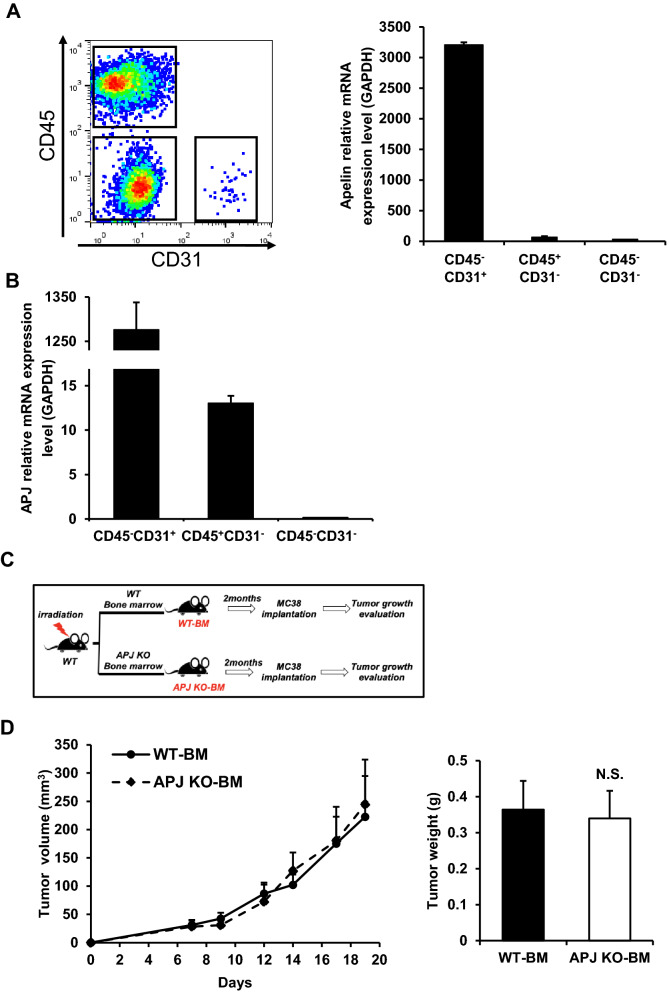
Evaluation of Apelin and APJ expression and involvement of APJ^+^ immune cells in MC38 tumor formation. (**A**) Cells in the MC38 tumor microenvironment at day 19 of tumor cell inoculation were separated into 3 groups by flow cytometry, i.e., CD45+ CD31−, CD45−CD31+ and CD45−CD31− cells. Apelin expression levels were evaluated by qRT-PCR and normalized against GAPDH. (**B**) APJ expression levels were evaluated by qRT-PCR and normalized against GAPDH. (**C**) Schedule of tumor models using WT or APJ-KO bone marrow-transplanted mice (n = 10 for each group). MC38 tumor growth curves were measured until day 19. (**D**) MC38 tumor weights on day 19 after MC38 cell inoculation were calculated (n = 10 for each group). All experiments were repeated at least three times. The error bars indicate mean ± SD and all data were analyzed by two-sided Student's t-test.

Apelin is an endogenous ligand of the G-protein-coupled APJ receptor. It has been reported that Apelin is involved in cell proliferation, migration, and adhesion by binding to APJ, a G-protein-coupled receptor with 7 transmembrane domains^17^. Therefore, we measured the level of expression of APJ in the 3 cell populations as above, using qRT-PCR. CD45^−^CD31^+^ cells, representing vascular ECs, expressed APJ at a high level, while CD45^+^CD31^−^ cells also were only weakly positive for APJ (Fig. 2B).

Although the level of APJ expression was lower than in ECs, CD45^+^CD31^−^ hematopoietic-derived tumor-associated immune cells are suggested to affect tumor progression to some extent via their cytotoxic effects (CD8^+^ T cells) or their immunosuppressive action (regulatory T cells). In order to clarify whether APJ-expressing immune cells influence tumor growth, mice depleted of APJ in bone marrow cells were generated via BM transplantation (Fig. 2C). WT recipient mice were first lethally irradiated to ablate their hematopoietic system. BM cells from either WT or APJ-KO mice were then transferred to recipients via tail vein injection. Later, MC38 cells were inoculated subcutaneously into recipient mice after their hematopoietic system had been reconstituted by donor BM cells. According to evaluations of tumor size and weight, tumor growth was not significantly different in mice transplanted with WT (WT-BM) or APJ-KO (APJ KO-BM) BM cells (Fig. 2C,D). This excludes the possibility that Apelin exerts a direct effect on immune cells responding to the tumor. Collectively, therefore, these data imply that Apelin regulates tumor growth through an Apelin/APJ autocrine pathway in ECs or in a paracrine manner between neighbouring ECs.

### Apelin enlarges tumor vessel lumens and improves vascular function

The Apelin/APJ pathway modulates many physiological and pathological conditions or processes, especially vascular formation, via the induction of EC proliferation and vascular maturation. For instance, apelin was reported to induce enlargement of blood vessels in the dermis of apelin Tg mice, and overexpression of Apelin in colon 26 tumor cells significantly suppressed tumor growth by inducing tumor vascular maturation. To clarify how EC-secreted Apelin inhibits tumor growth in the MC38 model, first, we evaluated tumor vessel formation. Corresponding to Apelin function in normal tissues, WT mice exhibited longer tumor blood vessels relative to their Apelin-KO tumor-bearing counterparts (Fig. 3A,B). In addition, Apelin deficiency attenuated the vascular luminal space and induced merely cord-like structures of CD31-positive ECs in the central tumor area, different from tumors in WT mice (Fig. 3C). In tumors from [Pyr^1^]Apelin-13-infused mice (designated WT + [Pyr^1^]Apelin-13), total vessel length was shorter than in tumors from un-infused mice both at the edge and center of the tumor (Fig. 3D,E). The “edge” of the tumor was defined as within 1.5 mm of its margin, and the “center” was within 1.5 mm of its center. However, total vessel density was not significantly different between WT + [Pyr^1^]Apelin-13 and the WT + Saline control group (Fig. S2), suggesting that higher concentrations of [Pyr^1^]Apelin-13 might enhance vessel calibre enlargement rather than elongation. Quantification of vessel diameters in the central regions of WT + [Pyr^1^]Apelin-13 tumors are consistent with this hypothesis (Fig. 3F). Apelin deficiency but also administration of Apelin using [Pyr^1^]Apelin-13 both reduced vessel length in tumors. This may seem contradictory, but the Apelin-APJ system induces proliferation of endothelial cells and it is therefore reasonable that vascular length in the tumors of Apelin KO mice are reduced relative to WT mice. On the other hand, Apelin is also involved in the maturation of blood vessels and excessive amounts of Apelin may suppress vascular elongation of immature blood vessels in the tumor microenvironment. Thus, it is possible that both too little and too much Apelin reduce vascular elongation, but further precise analysis is required to clarify this.

**Figure 3:**
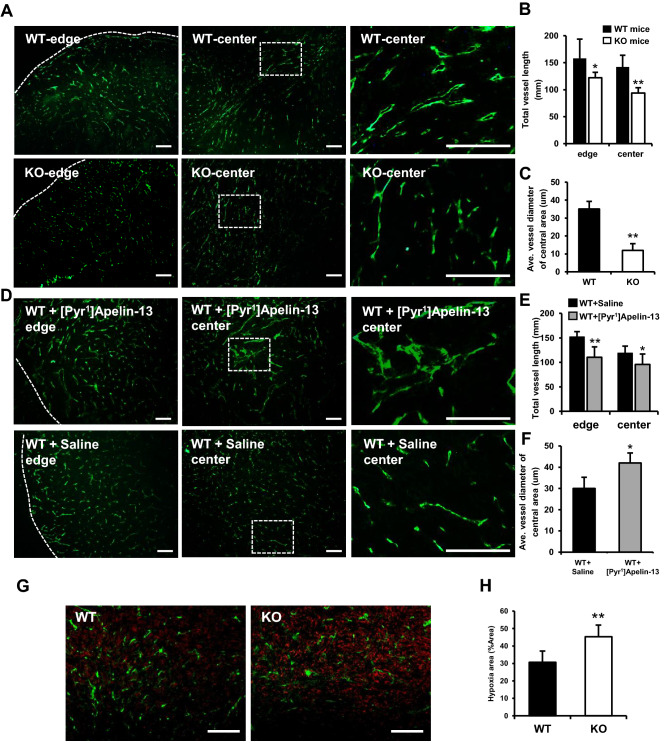
Tumor vessel formation and functional analysis. (**A**) Immunofluorescence staining of CD31 (green) in frozen sections of MC38 tumors from WT or Apelin-KO mice. Scale bar = 200 µm. (**B**) Quantification of total vessel length (6 random fields of 5 independent tumor sections). [edge; 158.05 ± 35.47 (WT) vs 122.14 ± 23.17 (KO), p = 0.04, center; 141.99 ± 21.99 (WT) vs 93.80 ± 13.07 (KO), p = 0.0003]. (**C**) Quantification of average vessel diameter of tumor central area (6 random fields of 5 independent tumor sections). (**D**) Immunofluorescence staining of CD31 (green) in frozen sections of MC38 tumors from WT mice receiving [Pyr^1^]Apelin-13 or saline infusions using osmotic pumps. Scale bar = 200 µm. (**E**) Quantification of total vessel length (6 random fields of 5 independent tumor sections). [edge; 152.10 ± 10.07 (Saline) vs 110.55 ± 21.27 ([Pyr^1^]Apelin-13), p = 0.0005, center; 118.93 ± 14.30 (Saline) vs 95.89 ± 21.04 ([Pyr^1^]Apelin-13), p = 0.03]. (**F**) Quantification of average vessel diameter of tumor central area (6 random fields of 5 independent tumor sections). (**G**) Immunofluorescence staining of CD31 (green) in MC38 tumor sections from WT and Apelin-KO mice. Hypoxic status was revealed by Hypoxyprobe-1 (red). Scale bar = 200 µm. (**H**) Quantification of the hypoxic area in MC38 tumor sections. Data are mean ± SD and were analyzed by two-sided Student's t-test. *p < 0.05, **p < 0.01.

Tumor vasculature is generally structurally immature and leaky, resulting in tumor tissue usually being hypoxic, especially in the central area. As far as is known, Apelin becomes a trigger for vessel maturation by facilitating cell–cell adhesion of ECs and modifying the caliber of the capillaries^18^. Therefore, to investigate whether Apelin also contributes to functional blood vessel formation in MC38 tumor models, the hypoxic status of central tumor regions was evaluated by hypoxyprobe-1. Apelin KO-mouse tumors also manifested greater hypoxia in the central region than in WT mice (Fig. 3G,H). Taken together, these results indicate that apelin-mediated elongation and enlargement of tumor vessels also induces their functional maturation in the MC38 model.

### The accumulation of CD8^+^ and CD4^+^ T lymphocytes in the central area of the tumor is enhanced by Apelin

Responses of CD8^+^ and CD4^+^ T cells against tumors are considered one of the principle mechanisms controlling tumor growth^19^. Accordingly, the infiltration of these cells into central areas of the tumor has been shown to have significant positive prognostic importance^8^. Along with the maturation of tumor vasculature, infiltration of T cells might also be altered by Apelin.

As shown in Fig. 2B, APJ expression was observed in hematopoietic cells in the tumor microenvironment. Therefore, we isolated CD8^+^ and CD4^+^ T cells from MC38 tumors in WT mice and APJ-KO mice and compared APJ expression levels by qRT-PCR. However, no APJ expression was observed in these two major T cell subsets (Fig. 4A).

**Figure 4:**
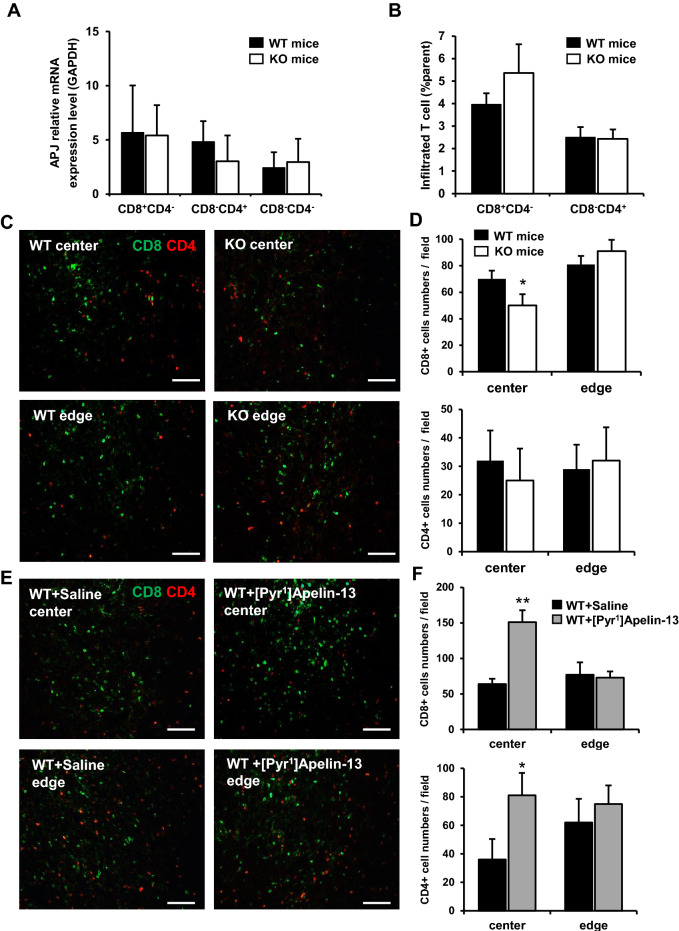
CD8^+^ and CD4^+^ T cell infiltration and accumulation in tumors. (**A**) APJ expression by qRT-PCR. CD8^+^ and CD4^+^ T cells were isolated from WT and Apelin-KO mice bearing tumors at day19 by flow cytometry. APJ expression levels were normalized to GAPDH. (**B**) Flow cytometric analysis of total infiltrated CD8^+^ and CD4^+^ T cells. Cell numbers are presented as percentages of total living cells (n = 6 for each group). (**C**) Immunofluorescence staining of CD8 (green) and CD4 (red) in the frozen sections of MC38 tumors from WT or Apelin-KO mice. Tumor samples were collected at day 19. Scale bar = 100 µm. (**D**) Quantitative evaluation of the number of infiltrated CD8^+^ and CD4^+^ T cells in MC38 tumors (6 random fields of 5 independent tumor sections). (**E**) Immunofluorescence staining of CD8 (green) and CD4 (red) in the frozen sections of MC38 tumors from WT mice infused with [Pyr^1^]Apelin-13 or saline using osmotic pumps. Tumor samples were collected at day 19. Scale bar = 100 µm. (**F**) Quantitative evaluation of the number of infiltrated CD8^+^ and CD4^+^ T cells in MC38 tumors (6 random fields of 5 independent tumor sections). The error bars indicate mean ± SD and all data were analyzed by two-sided Student's t-test. *p < 0.05, **p < 0.01.

Next, the degree of CD8^+^ or CD4^+^ T cell infiltration into the tumor was analysed by flow cytometry. Results suggest no significant differences in total numbers of infiltrated T cells in tumors from WT and Apelin KO mice (Fig. 4B). However, the distribution of CD8^+^ and CD4^+^ T cells detected by immunofluorescence staining in different regions of the tumor revealed that higher numbers of CD8^+^ T cells accumulated in the center of tumors from WT mice than Apelin-KO mice (Fig. 4C,D). Similarly, in the osmotic pump Apelin infusion models, both CD8^+^ and CD4^+^ T cell accumulation in the central areas were strongly enhanced by [Pyr^1^]Apelin-13 (Fig. 4E,F). This suggests that Apelin-induced mature vessel networks provide a better infiltrating route for T cells.

Immune cell infiltration into tumors is controlled by a coordinated arrangement of sequential steps, eg. for T cells, rolling, adhesion, and transmigration, extravasation and infiltration into target areas^20^. Crucial factors associated with these steps are adhesive interactions between T cells and endothelial cell surfaces, and integration of chemokine-mediated signalling. Based on these considerations, we evaluated the expression by ECs of adhesion molecules such as VE-Cad, ICAM-1, VCAM-1, and E-selectin, that are involved in T cell homing^11^. However, the expression of these molecules was found not to be different in the presence or absence of Apelin in the tumors (Fig. S3). This indicates that the enhanced accumulation of CD8^+^ and CD4^+^ T cells in central tumor areas might be regulated through a chemotactic interaction.

### Apelin induces production of CCL8 by vascular endothelial cells

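RNA-sequencing data of tumor ECs were available for 3 WT mice and 3 Apelin-KO mice, with tumors taken at day 19. The authors prepared stranded mRNA libraries, sequenced them in a 75-base single-end mode, mapped the reads to the mouse genome (mm10) with TopHat and Bowtie2, and computed FPKM (fragments per kilobase of transcript, scaled to the number of mapped reads) with Cufflinks. The deposited values are these FPKM, with 3 decimals, for 24346 gene symbols in each of the 6 samples. The FPKM summed to 491156, 489396 and 526187 in WT 1, 2 and 3, and to 529018, 494678 and 528526 in Apelin-KO 1, 2 and 3. Between 14089 and 14621 genes per sample had a value above 0, and 8005 genes were listed at 0 in all 6 samples. Read numbers are not in these files. They were estimated from the step that 1 read makes in the low FPKM of genes with a single annotated transcript, on the assumption of 200-base fragments. The estimated depth was 10060000, 8930000 and 9110000 reads in WT 1, 2 and 3, and 9280000, 10140000 and 9360000 reads in Apelin-KO 1, 2 and 3. Pearson correlations of log2(FPKM + 1) lay between 0.961 and 0.969 for samples of the same genotype and between 0.948 and 0.974 for samples of different genotypes, so that the ranges overlapped. Genes with a mean of at least 1 FPKM over the 6 samples, 10964 in number, were compared with limma on log2(FPKM + 1), WT minus Apelin-KO, with a two-sided moderated test and Benjamini-Hochberg adjustment. Log2 fold changes on this scale understate the change of genes with low FPKM. Groups of 3 against 3 allow no exact permutation p-value below 0.1.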

To determine how Apelin recruits CD8^+^ and CD4^+^ T cells into central regions of the tumor, global transcriptomics for tumor ECs from WT or Apelin-KO mouse tumors was performed by RNA-sequencing analysis (Fig. 5A). It was found that 94 genes were expressed more than twofold higher in ECs from WT relative to Apelin KO-mouse tumors. 

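Apln, the gene removed in Apelin-KO mice, lies on chromosome X of GRCm38 from 48025146 to 48034853 on the minus strand and has 3 exons. Its expression was 457 ± 40.7 FPKM (SD, n = 3) in WT ECs and 17.3 ± 7.20 FPKM (SD, n = 3) in Apelin-KO ECs, where it was 3.78% of the WT mean. The log2 fold change was 4.73 (standard error 0.29, adjusted p = 0.00747 from limma with Benjamini-Hochberg adjustment), and every WT sample lay above every Apelin-KO sample. Apln was the only gene of the 10964 tested with an adjusted p-value under 0.05, and the next lowest adjusted p-value was 0.0619, for Cndp2. At an unadjusted p-value under 0.05, 1033 genes passed, where 548 are given by chance on average and up to 893 were given by other divisions of the same 6 samples into groups of 3, and 567 of the 1033 were higher and 466 lower in WT ECs. Of the genes that passed, 84 genes were more than 2-fold higher and 9 genes more than 2-fold lower in WT ECs. The groups did not overlap for 1577 genes, or 14.4% of those tested, where chance gives 10%, with 725 genes higher and 852 genes lower in WT ECs. By the group means of FPKM + 1 alone, with no test, 143 genes were more than 2-fold higher and 30 genes more than 2-fold lower in WT ECs. Among the alternatives set before the data were examined, the count of 84 rose most, to 226 genes, when WT 3 was left out. It fell most, to 21 genes, when each gene's own variance replaced the moderated variance. With the pericyte marker score as a covariate, chosen after seeing the data, it was 456 genes, but that score did not overlap between the genotypes. The largest log2 fold changes among genes with groups that did not overlap were those of Apln, Cd72, Cyp4f18, Fcgr4 and Ccl8 in the direction of WT. Cd72 was 7.68 ± 4.31 FPKM (SD, n = 3) in WT ECs and 1.21 ± 0.334 FPKM (SD, n = 3) in Apelin-KO ECs, with a log2 fold change of 1.82 (standard error 0.42, adjusted p = 0.501 from the same test). In the direction of Apelin-KO they were those of Mir1957b, Hbb-bs, Hotairm1, BC021614 and Higd1b. Mir1957b, a 123-base gene, was listed at 0 in each of the WT samples and at 181.8, 33.8 and 15.7 FPKM in Apelin-KO 1, 2 and 3.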

The heat map shows 30 genes with different expression levels (Fig. 5B). 

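All 30 genes of the heat map changed in the direction shown there, 22 higher in WT ECs and 8 higher in Apelin-KO ECs. The 30 genes were chosen by the paper for differing on these same samples, so neither their direction, nor the overlap of their groups, nor an adjustment over the list alone is an independent check. None of them had an adjusted p-value under 0.05 over all genes tested. Each had an unadjusted p-value under 0.05, with which all 30 are bound to pass when adjusted over the list alone. The groups did not overlap for any of the 30 genes, where chance gives 10% of genes not chosen for a difference. With a mean of at least 1 FPKM, 24 of the 30 genes entered the test, and their adjusted p-values lay between 0.0619 and 0.501. Of these, 11 differed more than 2-fold on the log2(FPKM + 1) scale. With a pseudocount of 0.01 in place of 1, all 24 did. The log2 fold changes of FPKM + 1 lay between 0.53 and 1.56 for the 22 genes higher in WT ECs. They lay between -1.39 and -0.79 for the 8 genes higher in Apelin-KO ECs. Cndp2, on chromosome 18 from 84667465 to 84685702, was 23.0 ± 1.2 FPKM (SD, n = 3) in WT ECs and 47.5 ± 0.776 FPKM (SD, n = 3) in Apelin-KO ECs, with a log2 fold change of -1.02 (standard error 0.09). Its adjusted p-value was 0.0441 in the limma fit without the filter on mean FPKM and 0.0130 in the limma fit with an intensity trend. Rgs5, on chromosome 1 from 169655501 to 169695813, was 3.44 ± 0.246 FPKM (SD, n = 3) in WT ECs and 7.78 ± 0.923 FPKM (SD, n = 3) in Apelin-KO ECs, with a log2 fold change of -0.98 (standard error 0.11, adjusted p = 0.214). Within each genotype, the 22 genes higher in WT ECs followed the mean expression of hematopoietic marker genes over the samples. The median correlation was 0.77, and 21 of the 22 correlations were above 0. Marker genes of other cell types were not compared in this way.

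**Figure D1:**
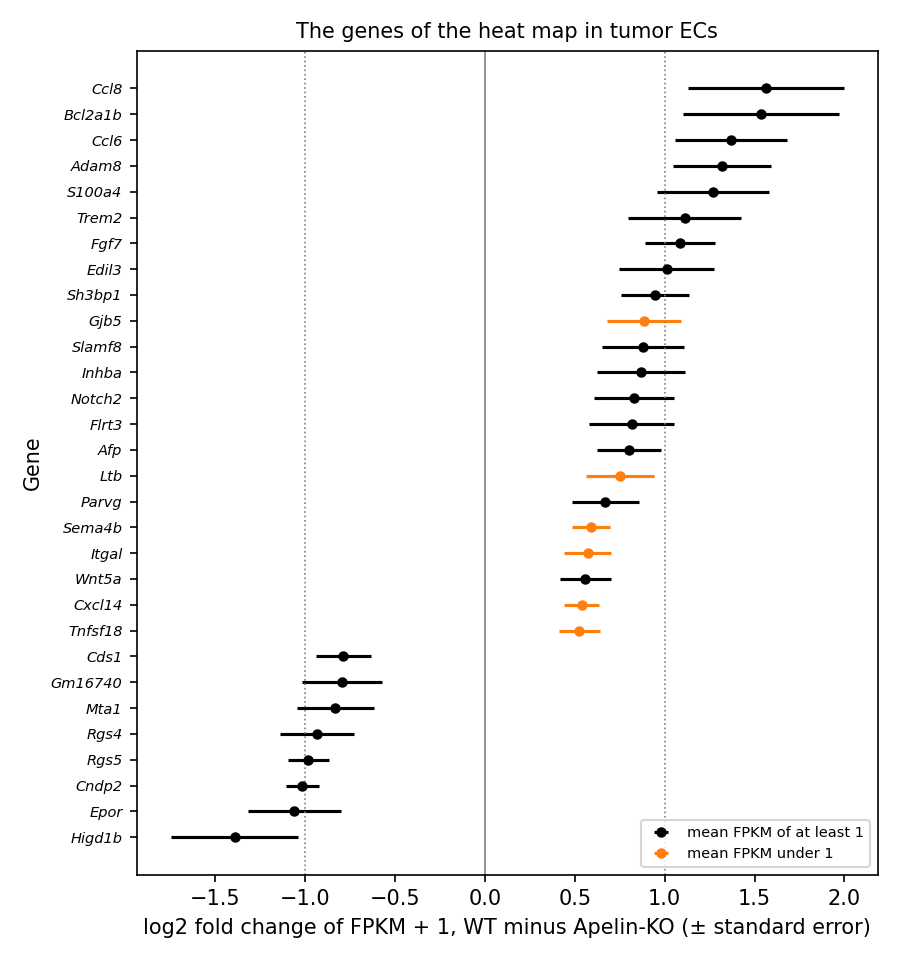
Log2 fold change of FPKM + 1 (x axis, WT minus Apelin-KO, points with standard error, n = 3 per group) of the 30 heat map genes (y axis). Dotted lines mark a 2-fold difference, and orange points are genes with a mean under 1 FPKM. All 22 genes shown as higher in WT lie above 0 and all 8 shown as higher in Apelin-KO lie below 0.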

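Ccl8, which encodes the chemokine CCL8, lies on chromosome 11 of GRCm38 from 82115185 to 82116799 on the plus strand. Its annotated transcript of 511 bases has 3 exons, from 82115185 to 82115312, from 82116039 to 82116150 and from 82116529 to 82116799, with the coding sequence from 82115237 to 82116631. In WT ECs, Ccl8 was 17.4, 44.8 and 16.1 FPKM in WT 1, 2 and 3, or 26.1 ± 16.2 FPKM (SD, n = 3). In Apelin-KO ECs, it was 7.36, 11.2 and 4.51 FPKM in Apelin-KO 1, 2 and 3, or 7.68 ± 3.35 FPKM (SD, n = 3), which was 29.4% of the WT mean. These values stand for an estimated 54.8, 125 and 45.8 reads in WT 1, 2 and 3, and 21.3, 35.4 and 13.2 reads in Apelin-KO 1, 2 and 3. The log2 fold change of Ccl8 was 1.56 (standard error 0.43, adjusted p = 0.501 from limma with Benjamini-Hochberg adjustment). Every WT sample lay above every Apelin-KO sample, which gives the smallest p-value that an exact permutation test of 3 against 3 allows (two-sided, p = 0.1). With each sample left out in turn, the log2 fold change of Ccl8 stayed between 1.11 and 1.84. With the mean expression of hematopoietic marker genes as a covariate, it was 0.97 (standard error 0.53). The mean expression of other marker sets was used as the covariate only after the first was seen. The log2 fold change of Ccl8 was then 0.21 (endothelial), 1.47 (fibroblast), 1.72 (tumor cell) and 2.49 (pericyte). The endothelial and pericyte scores did not overlap between the genotypes, so these fits cannot separate the score from genotype. Whether the fall was specific to the hematopoietic genes was therefore not decided. To find how Apelin recruits T cells, the paper counted the genes higher in WT ECs and showed differing genes in the heat map. It names CCL8 among these, and proposes that CCL8 induced by Apelin in ECs gives T cells a chemotactic signal.

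**Figure D2:**
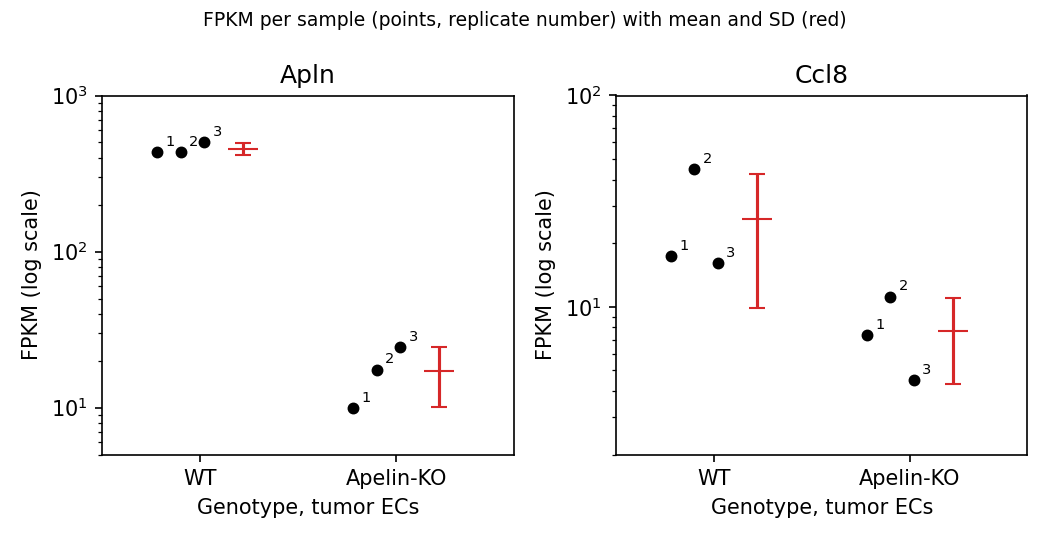
FPKM of Apln and Ccl8 in tumor ECs (y axis, log scale) by genotype (x axis). Black points are single samples with their replicate number, and the red bars give the mean and SD of the 3 samples. For both genes, the 3 WT samples lie above the 3 Apelin-KO samples, with WT 2 the highest for Ccl8 at 44.8 FPKM.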

Subsequent qRT-PCR analyses confirmed that among these, CCL8 was significantly more highly expressed in WT ECs than in Apelin-KO ECs (Fig. 5C). However, CCL8 expression was not different between WT and Apelin-KO mice in other tumor-associated cell types, including the MC38 cancer cells, CD45^+^ CD31^−^ immune cells and CD45^−^ CD31^−^ stromal cells (Fig. 5D). We performed immunohistochemistry to test the expression of CCL8 protein in WT ECs and KO ECs, but there was no obvious difference between them in this respect. The reason for this may be that CCL8 is a secreted protein and thus difficult to detect in the sparse cytoplasm of endothelial cells (Fig. S4). On the other hand, we also performed in vitro experiments using HUVEC by adding [Pry^1^]Apelin-13 and VEGF for 6 h. Thereafter, we analysed CCL8 mRNA expression and found that Apelin indeed induced CCL8 expression in vitro (Fig. S5). CCL8 is a CC chemokine that utilizes multiple cellular receptors, CCRs, to attract and activate circulating leukocytes^21^. Therefore, expression of CCRs was also assessed in intratumoral CD8^+^ and CD4^+^ T cells. Both T cell subsets expressed high levels of the CCR5 and CCR8 receptors for CCL8, higher than other CCL receptors (Fig. 5E). We also performed qRT-PCR for CCL5 expression in tumors and ECs (Fig. S6) and again found no differences between WT and Apelin-KO mice. On the basis of these results, we hypothesize that the Apelin-induced CCL8 secreted by ECs provides a chemotactic signal to CD8^+^ and CD4^+^ T cells and promotes T cell extravasation from vessels and infiltration into the tumor.

**Figure 5:**
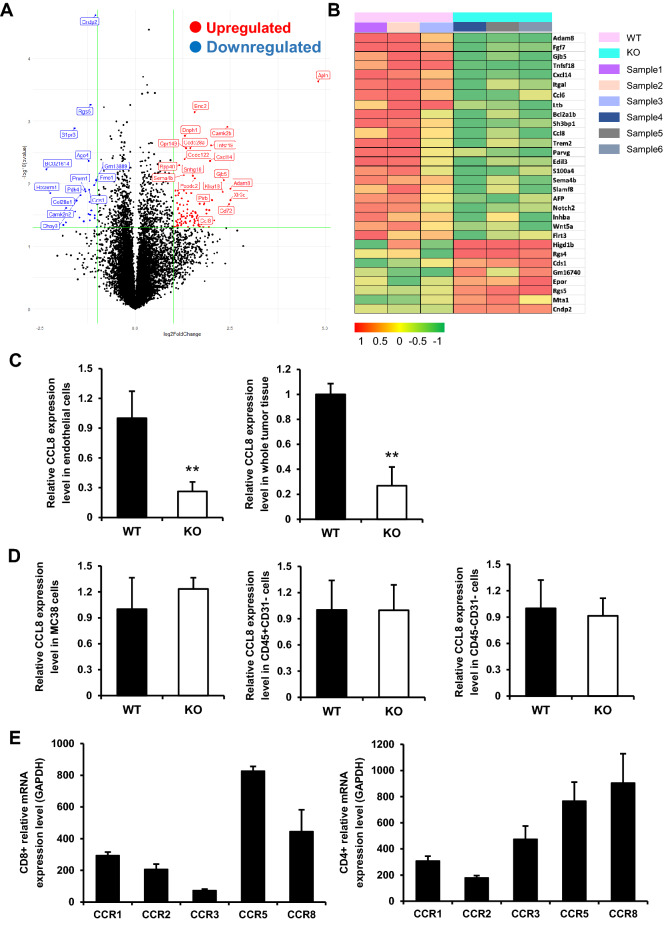
Global transcript expression levels of tumor endothelial cells analyzed by RNA sequencing. (**A**) Volcano plot of RNA-seq transcriptome data depicting gene expression patterns for ECs isolated from WT relative to Apelin-KO mice tumors at day 19 (n = 3 for each group). Volcano plot was illustrated by R 4.0.4 with packages ggplot2 and ggrepel. (**B**) Heatmap of 30 highly changed genes in ECs from WT or Apelin-KO mice bearing tumors (n = 3 for each group). Heatmap was drawn with log2 FPKM values. (**C**) qRT-PCR showing CCL8 expression levels in ECs and whole tumor tissue normalized to WT mouse tumor CCL8 expression. (**D**) qRT-PCR showing CCL8 expression levels in MC38 cancer cells, CD45^+^ CD31^−^ immune cells and CD45^−^ CD31^−^ stromal cells, respectively, normalized to WT mouse tumor CCL8 expression. (**E**) qRT-PCR of CCR expression levels in CD8^+^ and CD4^+^ T cells. The error bars indicate mean ± SD and all data were analyzed by two-sided Student's t-test. **p < 0.01.

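Of the genes labelled in the volcano plot, 24 could be read and found among the deposited gene symbols. A further label, first read as Gpr143, was left out as not legible after the values had been seen, since the value of Gpr143 did not run in the direction shown. All 24 differed in the direction shown, and each had an unadjusted p-value under 0.05. The labels were chosen by the paper on these samples. With a mean of at least 1 FPKM, 15 of the 24 genes entered the test, and 7 of these differed more than 2-fold on the log2(FPKM + 1) scale. Some labelled genes rest on few reads. Camk2b, on chromosome 11 from 5969644 to 6066362, was 0.652 ± 0.188 FPKM (SD, n = 3) in WT ECs and 0.119 ± 0.0199 FPKM (SD, n = 3) in Apelin-KO ECs, an estimated 17.3, 27.8 and 25.8 reads in WT 1, 2 and 3 against 5.14, 4.10 and 4.12 reads in Apelin-KO 1, 2 and 3. Xlr3c, on chromosome X from 73254540 to 73265390, was 1.7 ± 0.584 FPKM (SD, n = 3) in WT ECs and 0.328 ± 0.198 FPKM (SD, n = 3) in Apelin-KO ECs, with a log2 fold change of 1.01 (standard error 0.19, adjusted p = 0.501 from limma). S1pr3, on chromosome 13 from 51408639 to 51422797, was 0.782 ± 0.119 FPKM (SD, n = 3) in WT ECs and 2.38 ± 0.445 FPKM (SD, n = 3) in Apelin-KO ECs, with a log2 fold change of -0.92 (standard error 0.13, adjusted p = 0.241 from limma).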

## Discussion

In our previous study, overexpression of Apelin significantly inhibited colon 26 tumor growth in mouse subcutaneous inoculation models^4^. However, the mechanism by which Apelin alone inhibits tumor growth had not been determined. In the present study, we demonstrate that similar inhibitory effects on tumor growth are also observed in MC38 and LLC s.c. tumor inoculation models (Fig. 3). On the other hand, several lines of evidence indicate that Apelin is often over-expressed in tumors, and it has been suggested that this factor may induce tumor growth because its expression correlates with tumor malignancy^3,22–25^. In some mouse tumor models, it has been reported that Apelin induces tumor growth; however, survival rate in those tumor models was not evaluated. On the other hand, Mastrella and colleagues recently reported that reduced apelin expression led to accelerated glioblastoma cell invasion^26^. In that paper, the authors showed that APLNR-positive tumor cells started to disseminate when Apelin levels were reduced both in in vitro and in vivo*,* and that data from patient samples were consistent with this in humans. In our MC38 and LLC tumor models, Apelin also inhibited tumor growth. Based on these results, it is possible that the real function of Apelin in tumor progression might be completely different to the current paradigm, namely that the up-regulation of Apelin in tumors may suggest a compensatory mechanism to inhibit tumor proliferation and migration. In any event, these differences in different tumor models indicate that Apelin has diverse functions in tumor formation depending on the intratumoral conditions. Vascular formation patterns and intra-tumoral immune cell types, and other factors, might vary under different intratumoral conditions.

Apelin deficiency led to formation of vascular tubes with narrower diameters and to a shortened vascular tree relative to tumors in WT mice, while [Pyr^1^]Apelin-13 peptide infusion resulted in blood vessels with larger diameters, although total vessel length was shorter (Fig. 3). The reason for this difference has not been determined in the present study. We hypothesize that this effect of exogenous Apelin causing enlarged blood vessel formation would be due to its inducing proliferation of ECs in WT mouse tumors. However, Apelin-stimulated EC proliferation is already saturated in the tumor microenvironment and excessive amounts of exogenous Apelin rather induce cell–cell aggregation of ECs but not their further proliferation, as reported by Kidoya et al.^17^. Therefore, enlargement of blood vessels is the end result of exogenously added Apelin in WT mice. In order to clarify the effect of exogenous Apelin, further analysis of the mechanism by which Apelin induces enlargement of vascular structures in the tumor microenvironment is required.

Although we found that CD8^+^ and CD4^+^ T cells accumulate more in the central areas of the tumor in the present study, whether Apelin-induced accumulation of immune cells is specific for these T cells or whether other cell types also accumulate is still not clear. However, we do know that the distribution of macrophages throughout the tumor was not different in the presence or absence of Apelin. Moreover, regulatory T cells were also not affected (data not shown). At present, the reason why Apelin affects CD4^+^ or CD8^+^ T cell distribution, but not other types of immune cells, has not been clarified. One possibility may be because MC38 colon cancer is intrinsically a type of tumor more sensitive to immune checkpoint blockade with a higher infiltration of T cells^27^. It is also possible that the combination of chemokines induced by Apelin, especially including CCL8, may strongly affect CD4^+^ and CD8^+^ T cell distribution. Further analysis is required to evaluate this possibility.

Although CCL8 is a stromal cell-induced chemokine, no significant difference in these cells between WT and Apelin-KO mice was seen in this study (data not shown). Compared to other cell types, EC are thought to contribute to the difference of CCL8 expression. However, how Apelin regulates the secretion of CCL8 in ECs is also still unknown. So far, there appear to be no studies showing that Apelin/APJ signalling correlates with CCL8 protein production. Therefore, further investigation is required to determine the relationships between CCL8 and CD8^+^ and CD4^+^ homing at the molecular level, although a CCL8 gradient might be expected to be a key factor^28^.

The outcome of cancer-immune interactions is based on a large number of parameters such as tumor “foreigness”, general immune status, absence of expression of the checkpoint molecule PD-L1, and immune cell infiltration^29–31^. In a previous publication, it has been reported that Apelin overexpression combined with αGalCer/DCs treatment improves iNKT cell infiltration, which leads to a tumor-inhibitory effect^4^. Therefore, in addition to CD8^+^ and CD4^+^ T cell infiltration, other factors also need to be taken into consideration in future work.

Combined with other anti-cancer drugs, normalization of the tumor vasculature using anti-angiogenic inhibitors can balance angiogenesis stimulators and inhibitors to block tumor growth^32–36^. However, the clinical benefits of these drugs have remained suboptimal, possibly because exploiting the concept of tumor vascular normalization has not been clearly recognized by clinicians, so anti-angiogenic drugs are not often employed for the specific purpose of such vascular normalization. Hence, tumor vessel normalization provides a new perspective on tumor inhibition, and increasing numbers of non-angiogenic inhibitors are considered for use in inducing vessel maturation. However, as a tumor vessel maturation inducer, exploiting only the Apelin/APJ axis alone may not be able to cure cancer completely. Combinations with other chemotherapeutics should be considered to achieve better results in clinic.

## Methods

### Mice and cell lines

Wild-type (WT) C57BL/6 mice were purchased from Japan SLC (Shizuoka, Japan). Apelin-knockout (KO) mice on the C57BL/6 background were generated as described previously^17^. APJ-knockout (KO) mice were gifts from Prof. Fukamizu^37^. All mice were used at the age of 8–10 weeks. Animals were housed in environmentally-controlled rooms in the animal experimentation facility at Osaka University. All experiments were performed in compliance with the laws and institutional guidelines of Osaka University Committee for Animal and Recombinant DNA Experiments. This study was approved by Osaka University Research Ethics Committee (Approval number 4062). This research was carried out in compliance with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.

MC38 (mouse colon carcinoma cell line) and LLC (mouse Lewis lung carcinoma cell line) purchased from the Riken cell bank (Tsukuba, Japan) were maintained in DMEM (Sigma-Aldrich, St. Louis, MO) supplemented with 10% fetal bovine serum (FBS, Sigma) and 1% penicillin/streptomycin (100 U/ml, PS; Life Technologies, Tokyo, Japan). HUVECs purchased from Kurabo (Osaka, Japan) were cultured in Humedia EG2 (Kurabo). They were starved and then stimulated with VEGF-A (20 ng/ml, PeproTech, Rocky Hill, NJ, USA) for 24 h after which [Pry^1^]Apelin-13 (1 µg/ml) was added for 6 h.

### qRT-PCR analysis

Briefly, total RNA was extracted from cells using RNeasy-plus mini kits (Qiagen, Hilden, Germany) and reverse-transcribed using the PrimeScript RT reagent kit (Takara) according to the manufacturer’s protocol. Real-time PCR analysis was performed using Platinum SYBR Green qPCR SuperMix-UDC (Invitrogen) and an Mx3000p QPCR System (Agilent, Santa Clara, CA, USA). 

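For each of the 14 mouse primer pairs, both primers were found in an annotated transcript of their gene on GRCm38, with products of 97 to 265 bases. The products of 6 pairs span an intron, and those of 8 pairs lie within a single exon. The Apelin pair gives a product of 149 bases within exon 3 of Apln, on chromosome X from 48027541 to 48027689. The CCL8 pair gives a product of 127 bases that spans chromosome 11 from 82115202 to 82116054, with the sense primer in exon 1 of Ccl8 and the antisense primer across exons 1 and 2. The GAPDH pair gives a product of 123 bases that spans chromosome 6 from 125163330 to 125165286, and both Gapdh primers also occur together in transcripts annotated to 43 other genes.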

Primers were as follows: mouse Apelin, sense 5′-GTG CCC TCC CGG TGC CGG TCT CT-3′, anti-sense 5′-GAG ACC ACG CCA TTA GAG GAA CT-3′; mouse APJ, sense 5′-CCA CTG TGG GCC ACT TAT ACC-3′, anti-sense 5′-CAG CCT TAG CCG AGC ATT G-3′; mouse CCL8, sense 5′-ACG CTA GCC TTC ACT CCA AAA-3′, anti-sense 5′-GTG ACT GGA GCC TTA TCT GG-3′; mouse CCR1, sense 5′-CTC ATG CAG CAT AGG AGG CTT-3′, anti-sense 5′-ACA TGG CAT CAC CAA AAA TCC A-3′; mouse CCR2, sense 5′-ATC CAC GGC ATA CTA TCA ACA TC-3′, anti-sense 5′-CAA GGC TCA CCA TCA TCG TAG-3′; mouse CCR3, sense 5′-TCG AGC CCG AAC TGT GAC T-3′, anti-sense 5′-CCT CTG GAT AGC GAG GAC TG-3′; mouse CCR5, sense 5′-TTT TCA AGG GTC AGT TCC GAC-3′, anti-sense 5′-GGA AGA CCA TCA TGT TAC CCA C-3′; mouse CCR8, sense 5′-ACG TCA CGA TGA CCG ACT ACT-3′, anti-sense 5′-CCC AGC ACA AAC AAG ACG C-3′; mouse CCL5, sense 5′-ATA TGG CTC GGA CAC CAC TC-3′, anti-sense 5′-GCA CTT GCT GCT GGT GTA GA-3′; mouse VE-cadherin, sense 5′-TGC TCA CGG ACA AGA TCA GC-3′, anti-sense 5′-CAT TCT GGC GGT TCA CGT TG-3′; mouse ICAM-1, sense 5′-GTG ATG CTC AGG TAT CCA TCC A-3′, anti-sense 5′-CAC AGT TCT CAA AGC ACA GC G-3′; mouse VCAM-1, sense 5′-GCC CAC TAA ACG CGA AGG T-3′, anti-sense 5′-ACT GGG TAA ATG TCT GGA GCC-3′; mouse E-selectin, sense 5′-ATG GAA GCC TGA ACT GCT CC-3′, anti-sense 5′-CAT TCA ACC ACA TGG CAG GC-3′; human CCL8, sense 5′-GAT GAA GGT TTC TGC AGC GC, anti-sense 5′-AAT CTG GCT GAG CAA GTC CC; mouse GAPDH, sense 5′-AGG TCG GTG TGA ACG GAT TTG-3′, anti-sense 5′-TGT AGA CCA TGT AGT TGA GGT CA-3′. Results were normalized to GAPDH using the comparative threshold cycle method.

### In vivo tumor subcutaneous inoculation model

MC38 or LLC cancer cells (1 × 10^6^ cells per mouse in 100 µl PBS) were inoculated subcutaneously into WT C57BL/6 or Apelin-KO mice (8 to 10 weeks of age). Tumors were dissected 18–20 days after implantation. In bone marrow (BM) transplantation models, BM cells were obtained from the tibias and femurs of WT or APJ-KO donor mice (C57BL/6 background, 8 weeks of age). WT C57BL/6 mice were transplanted intravenously with 1 × 10^6^ donor whole BM cells after lethal irradiation (10.0 Gy). Eight weeks after BM transplantation, MC38 cancer cells (1 × 10^6^ per mouse in 100 µL PBS) were inoculated subcutaneously, and tumor tissues were dissected 19 days after implantation. Tumor volumes were measured with callipers every 2–3 days and calculated as follows: width × width × length × 0.52.

### Osmotic pump transplantation model

1 × 10^6^ MC38 cancer cells per mouse in 100 µl PBS were subcutaneously inoculated into WT or Apelin-KO C57BL/6 mice as described above. ALZET osmotic pumps (model 1002, Cupertino, CA, USA) were loaded with either 100 µl [Pyr^1^]Apelin-13 (Becham, Bubendorf, Switzerland) dissolved in normal saline at a concentration of 8 mg/ml, or with 100 µl normal saline alone. Four days after cancer cell implantation, prepared pumps were implanted subcutaneously on the same side as the tumors, delivering continuous [Pyr^1^]Apelin-13 or saline infusions for 2 weeks. A daily [Pyr^1^]Apelin-13 dose of 2 mg/kg body weight per day was chosen based on previous in vivo work by Parry et al.

### Flow cytometry

Isolation of cells from mouse tumors, cell-surface antigen staining, and flow cytometry were performed as described previously^38^. Fluorescence-labelled anti-mouse CD45 (BioLegend), anti-mouse CD31 (BD Pharmingen), anti-mouse CD8 (eBioscience), and anti-mouse CD4 (eBioscience) were used. The stained cells were analysed and sorted by a FACSAria (BD Bioscience) and data were analysed using FlowJo Software (Treestar Software, San Carlos, California, USA). Dead cells were excluded by propidium iodide staining or by using the two-dimensional profile of the forward-versus-side scatter.

### Immunostaining analysis

Tissue fixation procedures were the same as those described previously^39^. Briefly, tumors were fixed with 4% paraformaldehyde (PFA) in PBS overnight, treated with 15%, 30% sucrose in PBS subsequently and embedded in OCT compound (Sakura Finetek, Tokyo, Japan). Frozen blocks were sectioned at 10 μm. The following primary antibodies were used: rat anti-mouse CD31 (BD Pharmingen), hamster anti-mouse CD31 (Merck Millipore, Darmstadt, Germany), rat anti-mouse CD8a (BioLegend), rat anti-mouse CD4-PE (eBiosciences), rat anti-mouse CCL8 (R&D Systems, Minneapolis, MN). Anti-rat Alexa Fluor 488 (Jackson ImmunoResearch Laboratories) and Cy3-conjugated anti-hamster IgG (Jackson ImmunoResearch) were used as the secondary antibody.

### Evaluation of hypoxia in tumors

To measure hypoxic status in tumor tissues, Hypoxyprobe-1 (60 mg/kg, i.p.; Hypoxyprobe, Burlington, MA, USA) was injected 2 h before tissues were harvested. Tumor sections were stained using the anti-Hypoxyprobe antibody, following the manufacturer’s instructions.

### RNA-seq analysis

Methods for RNA-seq were previously described^40^. Briefly, Total RNA of tumor endothelial cells was extracted from cells using RNeasy-plus mini kits. Library preparation was performed using a TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA) according to the manufacturer’s protocol. All Sequencing libraries were performed on an Illumina Hiseq 2500 platform in a 75-base single-end mode and Illumina Casava 1.8.2 software was used for base-calling. Sequenced reads were mapped to the mouse reference genome sequences (mm10) using TopHat v2.0.13 in combination with Bowtie2 ver. 2.2.3 and SAMtools ver. 0.1.19. The fragments per kilobase of transcript per million mapped reads (FPKMs) value was calculated using Cufflinks version 2.2.1. We uploaded to the GEO repository (https://www.ncbi.nlm.nih.gov/geo/, GEO accession number; GSE178681).

### Microscopy

Sections were examined by conventional microscopy (DM5500 B; Leica, Wetzlar, Germany) and images were acquired with a digital camera (DFC500; Leica). Images were processed using imageJ software (available at https://imagej.nih.gov/ij/). All images shown are representative of more than five independent experiments.

### Statistical analysis

All data are presented as the means ± s.d. and were analysed by two-sided Student's t-test. A P value of < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information.

# Supplementary material for: Endothelial cell-derived Apelin inhibits tumor growth by altering immune cell localization
**Source:** Sci Rep. 2021 Jul 7;11:14047. doi: 10.1038/s41598-021-93619-5
**Supplement:** Supplementary file 1 — Supplementary Information.

# Supplemental Information

## Endothelial cell-derived Apelin inhibits tumor growth by altering immune cell localization

Liuying Hu<sup>1, #</sup>, Yumiko Hayashi<sup>1, #</sup>, Hiroyasu Kidoya<sup>1</sup>, Nobuyuki Takakura<sup>1,2,3, \*</sup>

<sup>1</sup> Department of Signal Transduction, Research Institute for Microbial Diseases, Osaka University, Suita, Japan, <sup>2</sup>World Premier Institute Immunology Frontier Research Center, Osaka University, <sup>3</sup>Integrated Frontier Research for Medical Science Division, Institute for Open and Transdisciplinary Research Initiatives (OTRI), Osaka University,

# Figure S1

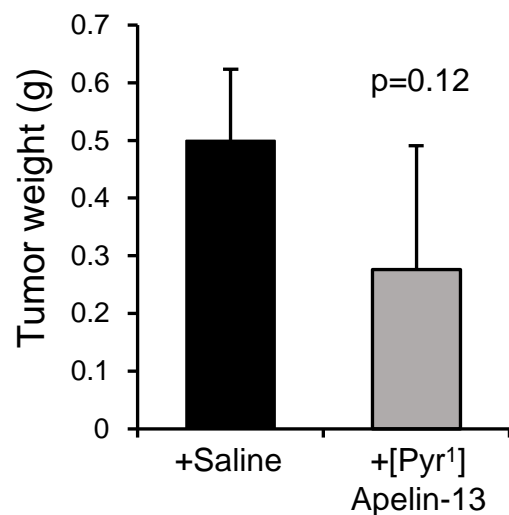

**Figure S1.** Tumor weight of MC38 cells subcutaneously inoculated into Apelin-KO mice receiving [Pyr<sup>1</sup>]Apelin-13 or saline infusion using osmotic pumps (n=5 in each group). Data are mean  $\pm$  SD and analyzed by two-sided Student's t-test.

**Figure S2**

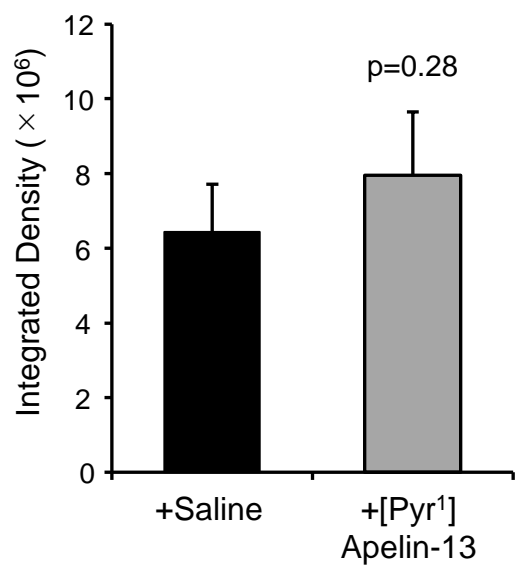

**Figure S2.** Total vessel density of tumors in WT + [Pyr<sup>1</sup>]Apelin-13 and WT + Saline (n=3 in each group). The error bars indicate mean  $\pm$  SD and analysed by two-sided Student's t-test.

**Figure S3**

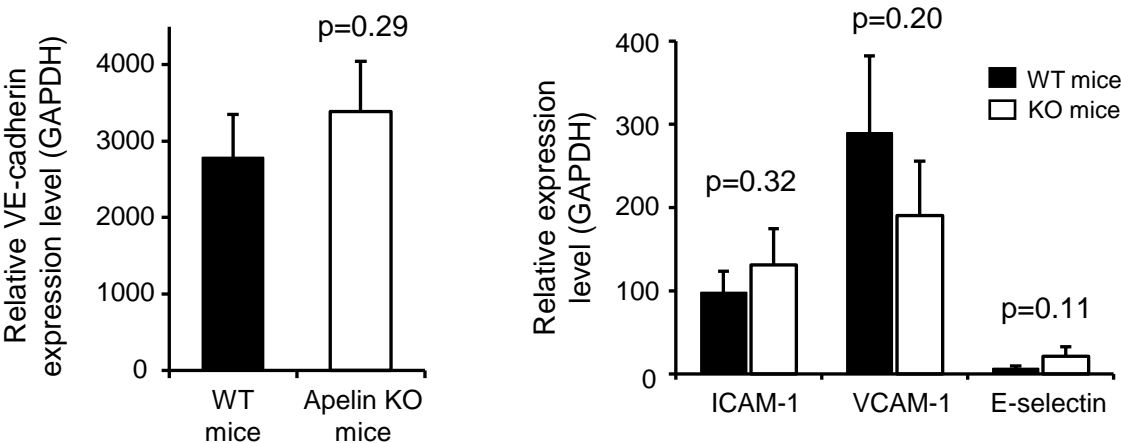

**Figure S3.** VE-cadherin, ICAM-1, VCAM-1, and E-selectin expression by qRT-PCR in tumor ECs in WT mice or Apelin-KO mice (n=3). Expression levels were normalized to GAPDH. The error bars indicate mean  $\pm$  SD and all data were analysed by two-sided Student's t-test.

Figure S4

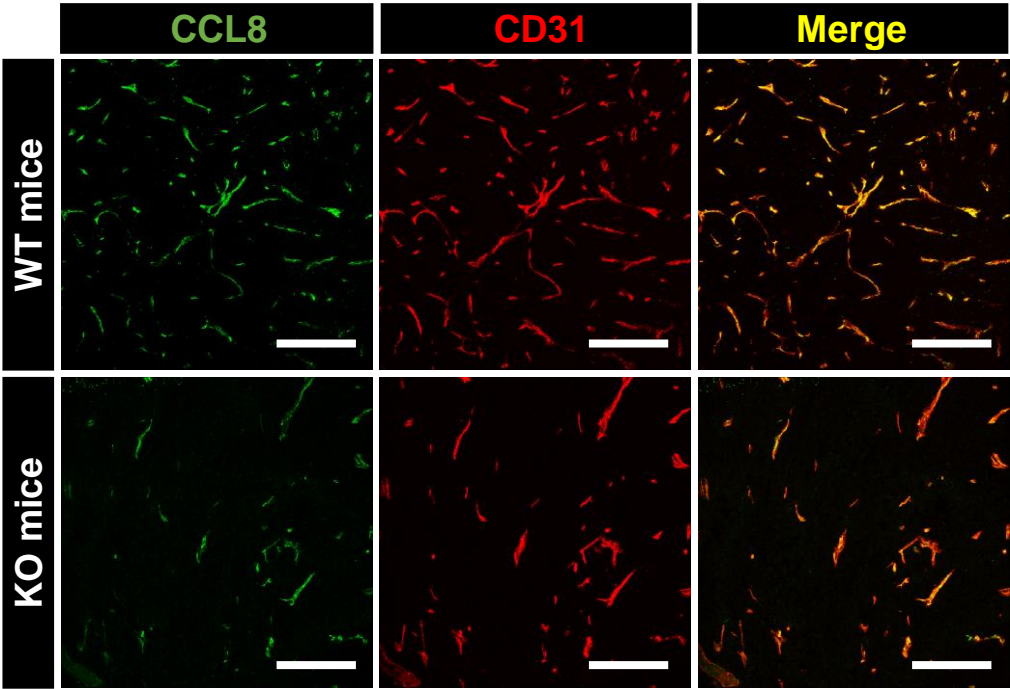

**Figure S4.** Representative images of MC38 tumors in WT mice or Apelin KO mice stained with anti-CCL8 (green) and CD31 (red) antibodies. Note that CCL8 protein expression was observed in endothelial cells; however, in this experiment, no obvious differences of CCL8 expression are detectable. Scale bars = 200  $\mu\text{m}$ .

## Figure S5

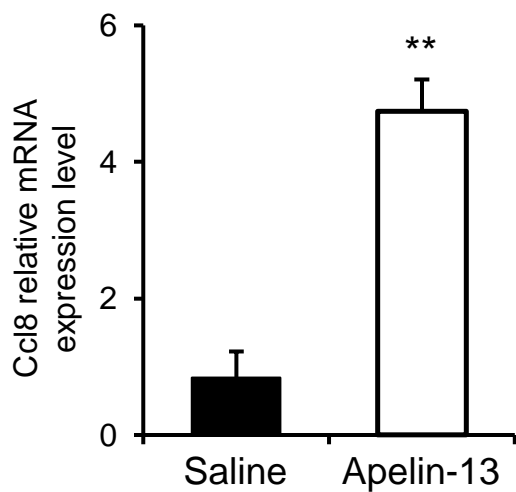

**Figure S5.** CCL8 expression level by qRT-PCR in HUVEC treated with Saline or [Pyr<sup>1</sup>]Apelin-13 (1 µg/ml) for 6 hr after the addition of VEGF-A (20 ng/ml) (n=3). CCL8 expression levels were normalized to GAPDH. The error bars indicate mean  $\pm$  SD and analyzed by two-sided Student's t-test. \*\*p<0.01.

**Figure S6**

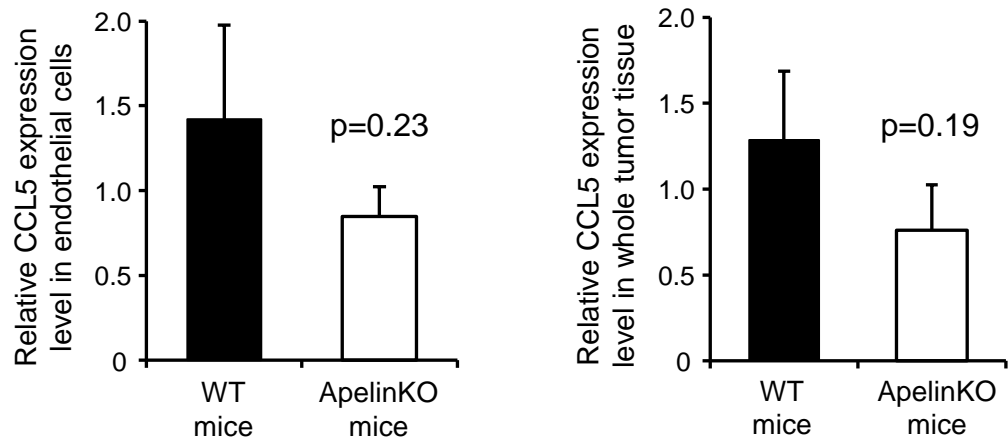

**Figure S6.** qRT-PCR of CCL5 expression levels in ECs and whole tumor tissue normalized to WT mouse tumor CCL5 expression (n=3). CCL5 expression levels were normalized to GAPDH. The error bars indicate mean  $\pm$  SD and analyzed by two-sided Student's t-test.

How the deposited data were processed for this re-analysis (not part of the article)

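Global transcript expression of tumor ECs was measured by RNA-sequencing in 3 WT mice and 3 Apelin-KO mice bearing tumors, at day 19. The sample labels also name saline, which the paper's text does not mention for this experiment. The authors made stranded mRNA libraries, sequenced them in a 75-base single-end mode, mapped the reads to mm10 with TopHat, Bowtie2 and SAMtools, and computed FPKM with Cufflinks. The deposited files hold FPKM, 1 value per gene symbol and sample with 3 decimals, and neither read counts nor a depth. The annotation, the strand setting and any filter are not stated in the paper's text.

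The FPKM were used as deposited, on the scale log2(FPKM + 1). Genes with a mean of at least 1 FPKM over the 6 samples were tested, which left 10964 of 24346 genes. WT and Apelin-KO samples were compared with limma 3.58.1 in R 4.3.3, with a two-sided moderated test, without an intensity trend and without a block, and the p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Genes were counted at an adjusted p-value under 0.05, and at an unadjusted p-value under 0.05 with a more than 2-fold difference, since the lines drawn in Fig. 5A stand at these values. The paper's text names a two-sided test without moderation for all data and does not name the scale, the pseudocount or the filter behind Fig. 5A. Genes more than 2-fold apart by group mean were counted without a test. Sets of marker genes for hematopoietic cells, pericytes, endothelial cells, fibroblasts and tumor cells, written before the data were examined, were tested with camera in limma with the correlation between genes estimated from the data, and with an exact permutation test of the mean expression of the set. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the annotation and the plots.

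The genes named in the text follow a rule written before the data were examined. It takes Apln, Ccl8, the 30 genes of Fig. 5B, the legible labels of Fig. 5A, the genes of the primer list, the marker genes, and in each direction the 5 genes with the largest log2 fold change among those that pass the threshold and do not overlap between groups. Gapdh, Ppia, Tpt1, Actb, B2m and Mir682 were chosen after their values were seen. The label first read as Gpr143 in Fig. 5A was left out as not legible only after its value had been seen, so the direction of the other labels is not a test of the readings.

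Depth was estimated from the deposited FPKM. For genes with a single annotated transcript longer than 700 bases (3742 genes), the smallest depth was taken at which the low values came closest to whole reads, on the assumption of 200-base fragments. Between 71.35% and 73.73% of the low values then lay within 0.1 of a whole read, where 20% would by chance. The estimates lay between 8930000 and 10140000 reads. Tested on simulated data with 7 depths, the method was off by at most 0.875%. The simulation used the same transcript lengths and 200-base fragments as the estimate, so it cannot show the error that these assumptions bring. The reads of single genes are estimates that use the longest annotated transcript, and no count test was run on them.

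The comparison was tested on simulated data made from 3 data sets of 10964 genes with 200 genes changed. Of the genes changed 4-fold, 98.7% had an adjusted p-value under 0.05, with a median log2 fold change of 2.00, and 3.03% of all calls were genes that had not been changed. With no change simulated, 0 genes had an adjusted p-value under 0.05 and 5.29% had an unadjusted p-value under 0.05. These shares do not carry over to genes with low FPKM or to genes that rise and fall together. A high adjusted p-value of such a gene is therefore not evidence of no change.

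Alternatives changed the pseudocount, the filter on mean FPKM, the scaling between samples, the variance used in the test, the weights of the samples, the correlation between marker genes and the samples included, or added the replicate number as a block or the hematopoietic marker score as a covariate. Replicate numbers come from the sample labels, and the paper does not pair the mice. Chosen after seeing the data were a fit without genes under 200 bases, a grid of pseudocounts and filters with each gene's own variance, and the scores of the other marker sets as covariates. Positions, exons and primer matches come from the GENCODE annotation of GRCm38. No genome sequence beyond the annotated transcripts was used. The qRT-PCR, flow cytometry and staining data were not analysed here.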

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

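The correlation of heat map genes with the hematopoietic marker score, and the comparison of covariates made from the other marker sets, were tests chosen only after related results had been seen.

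The paper does not report on marker genes of other cell types in the sorted tumor ECs. With a mean of at least 1 FPKM over the 6 samples, 19 of the 20 hematopoietic marker genes, 9 of the 15 pericyte marker genes, 11 of the 15 fibroblast marker genes and 2 of the 15 tumor cell marker genes were present. No sample without other cell types was available, so these levels were set only against 1 FPKM.

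All 19 hematopoietic marker genes were higher in WT ECs, with a mean log2 fold change of 1.18 (adjusted p = 0.266 from camera in limma, Benjamini-Hochberg over the 5 sets). The mean log2(FPKM + 1) over the 20 listed genes was 4.86, 5.37 and 3.82 in WT 1, 2 and 3, and 2.82, 4.05 and 3.81 in Apelin-KO 1, 2 and 3 (exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest that 3 against 3 allows). The groups overlapped, since Apelin-KO 2 lay above WT 3. All 15 endothelial marker genes were lower in WT ECs, with a mean log2 fold change of -0.24 (adjusted p = 0.266 from camera in limma), and for the mean over the set the 3 WT samples lay below the 3 Apelin-KO samples (exact permutation p = 0.1). RNA from hematopoietic cells in the sorted ECs is a candidate explanation for some of the genes higher in WT ECs. With the marker score as a covariate, 92.9% of the 84 genes more than 2-fold higher in WT ECs were no longer more than 2-fold higher. The 84 genes were chosen for that difference on these same samples. Some of them, such as Ctss and Cd74, are hematopoietic marker genes, each fitted with the mean of the other markers. Since the marker genes rise and fall together, their loss was close to fixed in advance. With the fibroblast score, 86.9% of the 84 genes were no longer more than 2-fold higher, so this test is not specific to hematopoietic cells. The share was 3.57% with the pericyte score and 89.3% with the endothelial score. Neither of these scores overlapped between the genotypes, so they cannot bear on this. With the tumor cell score the share was 4.76%. Only 2 of its 15 marker genes had a mean of at least 1 FPKM, so it is a weak contrast.

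Within each genotype, the 22 heat map genes higher in WT ECs had a median correlation of 0.77 with the hematopoietic marker score, above all of 10000 random gene lists matched on expression (percentile 100), whose median was 0.12 and whose 95th percentile was 0.40. The 8 heat map genes higher in Apelin-KO ECs had a median correlation of -0.04. The correlation of Ccl8 was 0.55. These correlations rest on 6 samples, and no other marker score was compared in this way, so they are not shown to be specific to hematopoietic cells. They are consistent with RNA from hematopoietic cells behind part of the spread of these genes between samples of one genotype, and they do not show what separates the genotypes.

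With the hematopoietic marker score as a covariate, the log2 fold change of Ccl8 was 0.97 (standard error 0.53), between the values set in advance for and against this explanation. The fibroblast marker genes had a mean log2 fold change of 0.52 (adjusted p = 0.266 from camera in limma), with all 11 higher in WT ECs and an exact permutation p of 0.3. With the fibroblast score as a covariate, the log2 fold change of Ccl8 was 1.47 (standard error 0.57). With the endothelial score it was 0.21 (standard error 0.32). The endothelial score did not overlap between the genotypes, so this fit cannot show whether the fall with the hematopoietic score is specific. With the pericyte score, which did not overlap either, the log2 fold change of Ccl8 was 2.49 (standard error 1.04). With the tumor cell score it was 1.72 (standard error 0.35). The difference in Ccl8 cannot be told apart from RNA of hematopoietic cells with these data, and RNA of fibroblasts did not account for most of it in this fit but was not ruled out. A difference in expression by ECs also remains open, and a difference in hematopoietic cells may itself follow from the genotype, which was not tested. The paper has other evidence on this, which was not analysed here. It reports qRT-PCR of CCL8 without a genotype difference in tumor immune and stromal cells, and induction of CCL8 by Apelin in cultured HUVEC.

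RNA from pericytes was tested as an explanation for Rgs5, Rgs4 and Higd1b, heat map genes higher in Apelin-KO ECs. The mean log2 fold change of the 9 pericyte marker genes, none of which is one of these genes, was -0.12 (adjusted p = 0.330 from camera in limma), and 6 of the 9 were lower in WT ECs. The exact permutation p of the mean over these 9 genes was 0.1, the smallest possible. With the listed pericyte marker genes under 1 FPKM included, the difference in the mean was -0.20 (exact permutation p = 0.1). RNA from pericytes may contribute to the difference in Rgs5, Rgs4 and Higd1b and cannot be told apart from a change in ECs. The 2 tumor cell marker genes had a mean log2 fold change of -0.37 (adjusted p = 0.382 from camera in limma, exact permutation p = 0.6). The mean over all 15 listed tumor cell marker genes differed by 0.02 in the other direction (exact permutation p = 0.8).

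Mir682, a 96-base gene that the paper does not discuss, had the highest mean FPKM of all genes, 49749.7. It made up between 7.78% and 12.1% of the FPKM sum of a sample. FPKM divides by gene length, which can inflate a gene shorter than the fragments, but this was not tested on Mir682 itself. When genes under 200 bases were left out, an alternative chosen after seeing the data, 2 genes in place of 1 had an adjusted p-value under 0.05 and 91 in place of 84 genes were more than 2-fold higher. No biological explanation was tested.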

How the results depend on the processing

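The fit without genes under 200 bases, the grid of pseudocounts and filters and the covariates from marker sets other than the hematopoietic set were tests chosen only after the results had been seen, and the other alternatives were set before the data were examined.

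The number of genes with an adjusted p-value under 0.05 was 1. It was 2 with a pseudocount of 0.01, without the filter on mean FPKM, with a mean of at least 5 FPKM, with an intensity trend and without genes under 200 bases. It was 0 with each gene's own variance and with the hematopoietic marker score as a covariate, where 1033 genes passed an unadjusted p-value under 0.05 in the planned comparison. With the pericyte, endothelial or fibroblast score as the covariate it was 0, and with the tumor cell score it was 1. It ranged from 0 to 3 across the 6 fits that each left out a sample.

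The number of genes more than 2-fold higher in WT ECs at an unadjusted p-value under 0.05 was 84. It was 157 with a pseudocount of 0.1, 156 with a pseudocount of 0.01, 46 with a mean of at least 5 FPKM, 153 with FPKM rescaled to the same sum, 21 with each gene's own variance and 22 with the covariate, and ranged from 28 to 226 when a sample was left out. Rescaling to the same sum also raises FPKM relative to the pseudocount. With other marker scores as the covariate it was 456 (pericyte), 58 (tumor cell), 26 (fibroblast) and 21 (endothelial). Apart from these and the grid below, the count lay between 66 and 91 with the remaining settings, among them median-ratio scaling (85) and quantile normalization (77). Of the 84 genes, 67 were shared with the 157, 63 with the 156, 45 with the 46, 73 with the 153 and 4 with the 22. The number more than 2-fold lower was 9. It was 24 with a pseudocount of 0.1, 26 with a pseudocount of 0.01, 15 with FPKM rescaled to the same sum and 18 with the covariate, and ranged from 8 to 18 when a sample was left out. With the other scores as the covariate it was 115 (pericyte), 18 (tumor cell), 25 (fibroblast) and 24 (endothelial). By group mean, 143 genes were more than 2-fold higher. There were 286 with a pseudocount of 0.1, 308 with a pseudocount of 0.01, 83 with a mean of at least 5 FPKM and 265 with FPKM rescaled to the same sum, and from 68 to 249 when a sample was left out. The number lower by group mean was 30. It was 61 with a pseudocount of 0.1, 66 with a pseudocount of 0.01 and 13 without genes under 200 bases, and ranged from 27 to 46 when a sample was left out. In all of these the cause was not tested.

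With each gene's own variance, every combination of 5 pseudocounts and 5 filters that could be computed was also run, 22 in all. The genes more than 2-fold higher at an unadjusted p-value under 0.05 numbered from 11 to 221 and those more than 2-fold lower from 3 to 71. At pseudocount 0 there were 144 higher and 36 lower with every sample above 0 and 28 higher and 7 lower with every sample above 1 FPKM. At pseudocount 0.001 there were 143 higher and 37 lower with every sample above 0, 92 higher and 28 lower with any sample above 1 FPKM, 28 higher and 7 lower with every sample above 1 FPKM, 60 higher and 20 lower with mean of at least 1 FPKM and 198 higher and 69 lower with any sample above 0. At pseudocount 0.01 there were 142 higher and 35 lower with every sample above 0, 94 higher and 27 lower with any sample above 1 FPKM, 28 higher and 7 lower with every sample above 1 FPKM, 60 higher and 19 lower with mean of at least 1 FPKM and 221 higher and 71 lower with any sample above 0. At pseudocount 0.1 there were 118 higher and 31 lower with every sample above 0, 96 higher and 26 lower with any sample above 1 FPKM, 28 higher and 6 lower with every sample above 1 FPKM, 62 higher and 17 lower with mean of at least 1 FPKM and 174 higher and 59 lower with any sample above 0. At pseudocount 1 there were 20 higher and 6 lower with every sample above 0, 24 higher and 7 lower with any sample above 1 FPKM, 11 higher and 3 lower with every sample above 1 FPKM, 21 higher and 7 lower with mean of at least 1 FPKM and 24 higher and 7 lower with any sample above 0. The genes with an adjusted p-value under 0.05 numbered 44, 9, 4 and 2 with any sample above 0 at pseudocounts of 0.001, 0.01, 0.1 and 1, and 0 in the other combinations. The cause was not tested.

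The log2 fold change of Apln kept its direction in every fit. Its adjusted p-value was above 0.05 with each gene's own variance (log2 fold change 4.73, adjusted p = 0.497) and with the hematopoietic score as a covariate (4.47, adjusted p = 0.197), where the adjusted p-values of Apln over its other alternatives set before the data were examined lay between 0.00170 and 0.108. The adjusted p-value of Apln was also above 0.05 with the pericyte score (4.29, adjusted p = 0.299), the endothelial score (5.01, adjusted p = 0.317) and the fibroblast score (4.54, adjusted p = 0.114), but not with the tumor cell score (4.60, adjusted p = 0.00380). When a sample was left out, the log2 fold change of Apln lay between 4.40 and 5.00, with adjusted p-values from limma between 0.00256 and 0.108. Over the alternatives set before the data were examined, the log2 fold change of Ccl8 lay between 0.97 and 1.84, with adjusted p-values from limma between 0.225 and 0.975. That of Sele, 0.10, ranged from -0.03 to 0.28 when a sample was left out, with -0.0284 without WT 1 and -0.0151 without Apelin-KO 1, and the cause was not tested. The cause was not tested for Apln either.

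All 30 heat map genes kept their direction under each alternative in which direction was checked. The check did not cover fits with a marker score as a covariate or the grid of pseudocounts and filters. Of the 30 genes, 0 had an adjusted p-value under 0.05 in the planned comparison. Only Cndp2 had one without the filter, with a mean of at least 5 FPKM, with an intensity trend and without genes under 200 bases. With a fixed correlation of 0.01 between marker genes, the hematopoietic set (1.18, adjusted p = 7.57e-11), the endothelial set (-0.24, adjusted p = 8.70e-06) and the fibroblast set (0.52, adjusted p = 9.62e-06) passed 0.05 in camera, where with the correlation estimated from the data each had an adjusted p-value of 0.266. The estimated correlation was 0.908 for the hematopoietic set, so the setting ignores that these genes rise and fall together. The tumor cell set had a mean log2 fold change of 0.0215 without the filter against -0.37 with it. For the other single genes named, which leave out Apln, Ccl8, Cdh5, Icam1, Vcam1, Sele and Ccl5, 874 values were on the same side of the threshold as planned, 7 passed it only under an alternative, and none reversed.

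The replicate number was used as a block in a further fit. The same-numbered samples are different mice, and the mean correlation of their deviations was 0.0164, against -0.00826 for differently numbered samples. With the replicate number as a block, 1 gene had an adjusted p-value under 0.05, 88 genes were more than 2-fold higher and 10 more than 2-fold lower, and Ccl8 had a log2 fold change of 1.56 (standard error 0.18, adjusted p = 0.497 from limma).

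The depth limits what can be said of genes with low FPKM. With a pseudocount of 0.01, 26 of the 152 genes higher in WT ECs with an estimate of reads had under 30 reads on average, or 17.1%.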

Differences from the paper's values

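The values of Fig. 5A were read by eye after the deposited values had been seen, and the grid of pseudocounts and filters was a set of tests chosen only after the result was seen.

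The paper counts 94 genes more than 2-fold higher in WT ECs. By group mean, 143 genes were. Of the alternatives set before the data were examined, a mean of at least 5 FPKM gave 83 genes, and leaving out WT 1, WT 2 or Apelin-KO 1 gave 120, 68 and 110, all within 1.5 times the paper's value, and the others did not. Without genes under 200 bases, chosen after seeing the values, the count was 118. At an unadjusted p-value under 0.05 the count was 84, within 1.5 times the paper's value. With each gene's own variance, a pseudocount of 0.01 and any sample above 1 FPKM, it was exactly 94, but this is 1 of 22 combinations of pseudocount and filter chosen after seeing the values, with counts from 11 to 221, and is not the paper's stated method. Of these 22, 4 lay within 1.5 times the paper's value, at 92, 94, 96 and 118 genes, and with a pseudocount of 1 the planned fit with each gene's own variance gave 21.

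Of the 15 genes whose points in Fig. 5A could be read, 13 differed from the values here. With a pseudocount of 0.01, none of the 13 did, so these differences go with the pseudocount of 1 used here. The paper's log2 fold changes are read by eye from Fig. 5A in each case, and the other value is on the log2(FPKM + 1) scale. For Dnph1, the paper's value is about 1.3 in Fig. 5A, read by eye, and the value here was 0.98, with 1.27 with a pseudocount of 0.1, 1.3 with a pseudocount of 0.01 and 1.15 with FPKM rescaled to the same sum. For Camk2b, the paper's value is about 2.4 in Fig. 5A, read by eye, and the value here was 0.56, with 2.33 with a pseudocount of 0.01. For Ccdc122, the paper's value is about 1.3 in Fig. 5A, read by eye, and the value here was 0.86, with 1.23 with a pseudocount of 0.1, 1.29 with a pseudocount of 0.01 and 1.06 with FPKM rescaled to the same sum. For Cxcl14, the paper's value is about 2 in Fig. 5A, read by eye, and the value here was 0.54, with 1.91 with a pseudocount of 0.01. For Rpp40, the paper's value is about 1.2 in Fig. 5A, read by eye, and the value here was 0.71, with 1.09 with a pseudocount of 0.1 and 1.15 with a pseudocount of 0.01. For Sema4b, the paper's value is about 1.3 in Fig. 5A, read by eye, and the value here was 0.59, with 1.26 with a pseudocount of 0.01. For Gjb5, the paper's value is about 2.3 in Fig. 5A, read by eye, and the value here was 0.89, with 1.96 with a pseudocount of 0.1 and 2.28 with a pseudocount of 0.01.

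For Adam8, the paper's value is about 2.5 in Fig. 5A, read by eye, and the value here was 1.32, with 2.27 with a pseudocount of 0.1 and 2.48 with a pseudocount of 0.01. For Xlr3c, the paper's value is about 2.5 in Fig. 5A, read by eye, and the value here was 1.01, with 2.46 with a pseudocount of 0.01. For Cndp2, the paper's value is about -1.1 in Fig. 5A, read by eye, and the value here was -1.02, with -1.04 with a pseudocount of 0.1, -1.05 with a pseudocount of 0.01, -1.06 without WT 1 and -1.03 without Apelin-KO 3. For Rgs5, the paper's value is about -1.2 in Fig. 5A, read by eye, and the value here was -0.98, with -1.15 with a pseudocount of 0.1, -1.17 with a pseudocount of 0.01 and -1.06 without Apelin-KO 1. For S1pr3, the paper's value is about -1.6 in Fig. 5A, read by eye, and the value here was -0.92, with -1.48 with a pseudocount of 0.1 and -1.58 with a pseudocount of 0.01. For BC021614, the paper's value is about -2.3 in Fig. 5A, read by eye, and the value here was -1.42, with -2.18 with a pseudocount of 0.1 and -2.32 with a pseudocount of 0.01. The settings named for each gene, all set before the data were examined, gave a value within the larger error of the paper's, and none of the others did.

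The paper labels 24 readable genes in Fig. 5A as changed. Of these, 7 were more than 2-fold apart at an unadjusted p-value under 0.05 with a mean of at least 1 FPKM. With a pseudocount of 0.1 there were 14, with a pseudocount of 0.01 15 and with FPKM rescaled to the same sum 13, while with a mean of at least 5 FPKM there were 3 and with the hematopoietic marker score as a covariate 5, and with each gene's own variance 6. With each gene's own variance, a pseudocount of at most 0.01 and every sample above 0, or any sample above 0, combinations chosen after seeing the values, all 24 were, and the other combinations gave from 3 to 22. When a sample was left out there were from 5 to 9. The paper shows 30 genes in Fig. 5B as different. Of these, 11 were more than 2-fold apart at an unadjusted p-value under 0.05. With a pseudocount of 0.1 or 0.01 there were 24 and with FPKM rescaled to the same sum 18, while with a mean of at least 5 FPKM there were 5, with the covariate 4, with each gene's own variance 8 and with array weights 10. With each gene's own variance, a pseudocount of at most 0.1 and every sample above 0 or any sample above 0, chosen after seeing the values, all 30 were, and the other combinations gave from 4 to 28. When a sample was left out there were from 7 to 14. Ccl8 was more than 2-fold higher at an unadjusted p-value under 0.05 in the planned comparison and in 17 of the 22 combinations with each gene's own variance, and not in the 5 with a pseudocount of 1. None of the 30 genes had an adjusted p-value under 0.05 in the planned comparison, where 1033 of all genes had an unadjusted p-value under 0.05. Cndp2 had one without the filter on mean FPKM, with a mean of at least 5 FPKM, with an intensity trend and, chosen after seeing the values, without genes under 200 bases.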

Other observations

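The tests on Gapdh and on genes with few reads were chosen only after related results had been seen. So were the covariates from marker sets other than the hematopoietic set. The other tests were set before.

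The 3 WT and 3 Apelin-KO samples can be divided into groups of 3 in 10 ways. The real division gave 1 gene with an adjusted p-value under 0.05, and 4 of the 10 divisions gave as many. For genes more than 2-fold apart in a single direction at an unadjusted p-value under 0.05, 2 of the 10 divisions gave as many as 84. WT 1, WT 2 and Apelin-KO 2 against the others gave 108. That division also had the largest difference in the hematopoietic marker score, 1.28 against 1.12 for the real division. Among the 4 divisions that part all 3 same-numbered pairs, only the real division, 1 of 4, gave as many genes by either count. With 10 divisions, no share under 0.1 is possible, so whatever the counts, this comparison could not have set the real division apart. It says nothing against the difference in Apln, the gene removed. At an unadjusted p-value under 0.05 with no limit on the fold, the real division gave 1033 genes and the other divisions from 216 to 893, the highest being WT 1, WT 2 and Apelin-KO 2 against the others, followed by 830 for WT 1, Apelin-KO 2 and Apelin-KO 3 against the others.

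The genes more than 2-fold higher in WT ECs outnumbered those more than 2-fold lower, at 90.3% of both together. Without the limit of 2-fold, 567 genes were higher and 466 lower in WT ECs at an unadjusted p-value under 0.05, and 725 genes had all WT samples above all Apelin-KO samples against 852 with all below, where chance gives 10% of genes in both directions together. The share among genes more than 2-fold apart was 90.4% with median-ratio scaling and 86.5% with quantile normalization, a move of at most 3.81 percentage points, so the share did not depend on these scalings. It did depend on other settings. There were 30 higher and 16 lower genes without Apelin-KO 1, and 21 higher and 7 lower with each gene's own variance. With a marker score as a covariate there were 22 higher and 18 lower (hematopoietic), 21 and 24 (endothelial) and 26 and 25 (fibroblast). The excess of higher genes remained with the pericyte score, at 456 and 115, and with the tumor cell score, at 58 and 18. The endothelial and pericyte scores did not overlap between the genotypes, so fits with them cannot separate the score from genotype. With a pseudocount of 0.01, 17.1% of the higher genes had under 30 estimated reads on average, so genes with few reads were not most of them. In the planned comparison, 8 of the 80 higher genes with an estimate had under 30 reads. The lower genes were not counted, so this cannot say whether few reads lie behind the excess of higher genes. The median log2 fold change of all genes tested was -0.01.

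The sex of the mice was looked for in the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, whose highest FPKM in any sample was 0.024, and in Xist, which was between 2.18 and 4.09 FPKM in the 6 samples. No difference in sex between the genotypes was seen.

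The genome around Apln was compared because a knockout made in another strain may carry that strain's alleles near the gene. Within 5 Mb of Apln, 3 of the 15 genes tested had an unadjusted p-value under 0.05, or 20%, against 9.42% of all genes tested. This met the limit set in advance, over 10%, but Fisher's exact test (two-sided) gave p = 0.162, so the share near Apln cannot be told apart from that of all genes, and the limit alone was not taken as an answer.

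Gapdh, the gene to which the paper's qRT-PCR is normalized, was listed at 0.092, 0 and 0 FPKM in WT 1, 2 and 3 and at 0.175, 0.091 and 0.433 FPKM in Apelin-KO 1, 2 and 3. Ppia was listed at 0.185, 0 and 0.411 FPKM in WT and at 0, 0.367 and 0 FPKM in Apelin-KO samples. Actb had a mean of 3508 FPKM and B2m of 6486 FPKM. Of the 75-base windows of Gapdh transcripts, 80.3% also occur in transcripts of other genes, and 34.3% of those of Ppia, against 2.60% for Actb and 0% for B2m, Ccl8 and Apln. Tpt1 goes the other way, with a larger share than Ppia, 40.6%, and a higher mean, 10.3 FPKM against 0.16 FPKM. Reads that match more than 1 gene are a candidate explanation. Across 81 ribosomal protein genes, which are not independent replicates, the share of shared windows and the mean FPKM had a Spearman rho of -0.383 (permutation test, two-sided, p = 0.0004). Genes with more shared windows had lower FPKM, but the relation was weaker than the -0.5 set for this explanation, so Gapdh cannot be told apart from it. An earlier version of this test, with 11 genes included that are not ribosomal proteins, gave -0.227 over 92 genes and was read as against the explanation. A gene listed at 0 in these files can be a failed estimate.

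The paper reports qRT-PCR of adhesion molecules and CCL5 in tumor ECs, without a difference between genotypes (Fig. S3, S6). In the RNA-sequencing data, Cdh5 (VE-cadherin) was 180 ± 30.6 FPKM (SD, n = 3) in WT and 248 ± 40.3 FPKM (SD, n = 3) in Apelin-KO ECs, with a log2 fold change of -0.46 (standard error 0.17, adjusted p = 0.512 from limma), and its 3 WT samples lay below its 3 Apelin-KO samples. Icam1 was 27.4 ± 1.80 and 29.7 ± 2.39 FPKM (SD, n = 3 each), with a log2 fold change of -0.11 (adjusted p = 0.765 from limma). Vcam1 was 62.1 ± 21.1 and 31.3 ± 8.72 FPKM (SD, n = 3 each), with a log2 fold change of 0.96 (standard error 0.29, adjusted p = 0.501 from limma), and its 3 WT samples lay above its 3 Apelin-KO samples. Sele had a log2 fold change of 0.10 (adjusted p = 0.894 from limma). Ccl5 had a log2 fold change of 1.06 (standard error 0.52, adjusted p = 0.573 from limma), and its groups overlapped.

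Aplnr, which encodes APJ, was 362 ± 26.4 FPKM (SD, n = 3) in WT and 410 ± 137 FPKM (SD, n = 3) in Apelin-KO ECs. Apln was not 0 in Apelin-KO ECs, at 9.96, 17.5 and 24.3 FPKM in Apelin-KO 1, 2 and 3, and where on the gene these reads lie cannot be seen from FPKM.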
